A study of Homo sapiens with 2 samples.

How the data were processed

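Small RNA was sequenced from cultures of hCMEC/D3, an immortalised human brain microvascular endothelial cell line that serves as a model of the blood-brain barrier. There were 2 libraries, which the labels number replicate 2 and replicate 8 of the same line, and no second group. Per the labels' protocols, which speak of tissue although the samples are named as a cell line, total RNA was extracted with a column kit, adaptors were ligated to both ends of the small RNAs, the cDNA was amplified by PCR with an index primer, and libraries were pooled and size-selected on a gel for the miRNA fraction. The labels mention no molecular identifiers, so reads are not independent molecules, and every interval, detection limit and test on counts below covers counting error only. The gel fraction and the ligation step shape which small RNAs are captured, so a count compares one miRNA between libraries better than it compares different miRNAs within a library.

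The authors deposited one table with 2363 rows, each a mature miRNA name paired with a precursor (hairpin) name. For each library it gives the raw read count, which the file header calls raw counts, and a value in RPM (reads scaled to a fixed library sum). Neither the labels nor the table state the aligner, the counter, the miRBase release or the genome build. The table held 2042 mature names and 1600 precursor names. Of the mature names, 205 had more than 1 row because several hairpins give the same mature sequence, and many of these rows carried nearly the same counts. Among the 48 such names with at least 100 summed counts, the smallest row held over 90% of the largest in 43 and under 50% in 4. Rows beyond the first of each name held 14.1% of the summed counts in replicate 2 and 14.6% in replicate 8. The deposited RPM values equalled the raw counts divided by one constant per library, 3180045 in replicate 2 and 3205752 in replicate 8. These constants exceeded the sums of the count columns (3167238 and 3195174) by 0.40% and 0.33%, so the RPM denominator contains the repeated rows. All columns of values belonged to these 2 libraries.

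For each mature name the row with the highest mean count was used, which left totals of 2721287 counts in replicate 2 and 2727675 in replicate 8. CPM (counts scaled in the same way) were computed on these totals, and are therefore higher than the deposited RPM. Some different names also share reads: 14 names with at least 100 summed counts had the same counts as another name in both libraries, miR-199a-3p and miR-199b-3p among them, and such names are not separate measurements. At these totals 3 counts correspond to 1.10 CPM in either library, which was taken as the limit that a count of 0 allows. A miRNA was called detected at 10 or more counts in both libraries.

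With 1 group, no test between conditions was possible, and edgeR's quasi-likelihood test was not run. The libraries were compared with each other across miRNAs with at least 10 summed counts. Pearson's r and Spearman's rho were taken on log2(CPM + 1), with 95% intervals from 1000 bootstrap draws over miRNAs. A two-sided exact binomial test asked for each miRNA whether its count in replicate 8, given its sum over both libraries, departed from that library's share of all counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test compares 2 libraries, not conditions. Log2 ratios (replicate 8 over replicate 2) were computed after adding 0.5 counts. The spread beyond counting error was the square root of edgeR's common dispersion (biological coefficient of variation, BCV), with an intercept-only design and TMM factors. Its interval came from 100 bootstrap draws over miRNAs. Shares of counts in single libraries carry 95% Wilson intervals, and the share of hairpins has an exact Clopper-Pearson interval.

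The miRNAs named were chosen by a rule: the 10 with the highest mean CPM, the members of short lists of vascular, blood-brain barrier and other-tissue miRNAs, and in each direction the 5 with the largest ratio between the libraries among those with at least 100 summed counts and past the adjusted threshold. Where the table used a name without an arm, such as miR-210, miR-128 or miR-1, that row was taken. Arm pairs and cluster members given as examples, miRNAs that make up a count of 5 or fewer, and entries overlapping other small RNA genes were chosen after their values were seen. Seed families and genomic clusters came from lists in the same file. The lists, the rule, the tests and most alternatives were fixed before the data were examined. The deposited RPM values as an alternative scale, arms counted within one hairpin and miR-24 and miR-125b as further cluster members were added afterwards. Alternatives covered the treatment of repeated rows, library scaling (TMM, DESeq2 size factors), count filters, the pseudocount and leaving out each library.

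Positions are from the GENCODE annotation mapped to GRCh37. The table itself gives no coordinates and the authors' build is not stated, so the positions describe the annotated hairpin genes, not alignments. Precursor names were paired with gene symbols through RefSeq synonyms and the standard naming pattern. Of 1600 precursors, 1562 had a symbol, and 970 of 980 pairs given by a synonym also followed from the pattern. For 1286 precursors there was 1 GRCh37 miRNA gene, and the others were not located here.

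The procedures were tested on simulated data. With Poisson counts for 704 miRNAs, of which 200 were changed 2-fold, the binomial test recovered 193 in the right direction and called 8 unchanged ones. These counts held no spread beyond counting error, unlike the data, so the number of calls that such spread causes was not tested. With a simulated BCV of 20% over 2042 miRNAs, the estimate was 20.1%. The list test put a shifted list of 40 miRNAs at percentile 0 of random lists and an unshifted one at percentile 26.6. That list was longer, and its shift larger, than those of the lists tested below, for which the power was not examined. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.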

Results

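The miRNA content of hCMEC/D3, a human brain microvascular endothelial cell line used as a model of the blood-brain barrier, was measured by small RNA sequencing of 2 replicate libraries. The series was designed as a description of the transcriptome of this line, so the questions are which miRNAs were present, at what level, and how closely the replicates matched. After repeated rows were reduced to one per mature miRNA, replicate 2 held 2721287 counts and replicate 8 held 2727675, so the libraries had almost the same depth. Of 2042 mature miRNAs in the table, 543 were detected with at least 10 counts in both libraries, 284 with at least 100 counts and 36 with at least 10000 counts. A count of 0 in both libraries was found for 908 miRNAs, for which the depth allows a level of up to 1.10 CPM. The detection threshold moved the number most: 885 miRNAs had at least 1 count in both libraries. A further 58 miRNAs reached 10 counts in replicate 2 alone and 28 in replicate 8 alone. Among the former, miR-429 and miR-205-5p had no count in replicate 8.

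A small number of miRNAs held most of the counts. The 10 most abundant miRNAs took 54.9% ± 2.21 of all counts (SD, n = 2), with 53.3% in replicate 2 (95% Wilson interval 53.2 to 53.4) and 56.4% in replicate 8 (56.4 to 56.5). On the deposited RPM scale, whose denominator contains the repeated rows, the same miRNAs held 46.8%. In the mean profile 9 miRNAs held 50% of the counts, 55 held 90% and 209 held 99%.

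The most abundant miRNA in both libraries was miR-126-3p, at 112226 ± 4003 CPM (SD, n = 2). Its share was 10.94% in replicate 2 (95% Wilson interval 10.90 to 10.98) and 11.51% in replicate 8 (11.47 to 11.54). Its hairpin gene MIR126 lies on chromosome 9 at 139565054 to 139565138 (GRCh37, plus strand). It is inside introns of EGFL7 on the same strand: none of the 5 EGFL7 transcripts that span it has an exon there. The 85-base hairpin sequence is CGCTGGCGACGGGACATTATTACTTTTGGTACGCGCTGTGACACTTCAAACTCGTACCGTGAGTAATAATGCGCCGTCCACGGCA. The second was miR-100-5p with 86879 ± 7489 CPM, from MIR100 on chromosome 11 at 122022937 to 122023016 (minus strand), intronic in the lncRNA MIR100HG. The next was miR-21-5p with 77353 ± 9974 CPM, from MIR21 on chromosome 17 at 57918627 to 57918698 (plus strand), where all 10 spanning VMP1 transcripts have an exon. It was followed by miR-99b-5p with 67955 ± 9318 CPM, from MIR99B on chromosome 19 at 52195865 to 52195934 (plus strand), intronic in SPACA6. The order of miR-21-5p and miR-99b-5p differed between the libraries: miR-99b-5p was the higher in replicate 2 (7.45% against 7.03% of counts) and miR-21-5p the higher in replicate 8 (8.44% against 6.14%). The level of miR-22-3p was 65104 ± 2302 CPM.

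**Figure D1:**
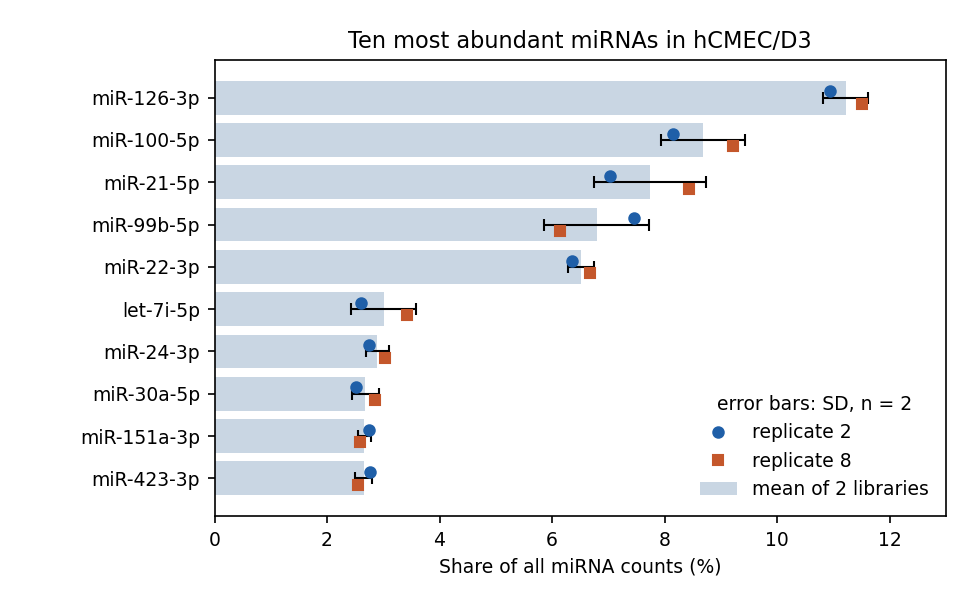
Share of all miRNA counts (x axis, percent) for the 10 most abundant miRNAs in hCMEC/D3. Bars are means of the 2 libraries with SD, and symbols are the single libraries: miR-126-3p leads in both with 10.9% and 11.5%, and the first 5 stand above 6% in each library while the next 5 stay under 3.5%.

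The remaining 5 of the 10 lay close together. For let-7i-5p the level was 30087 ± 5804 CPM, for miR-24-3p it was 28917 ± 2045 CPM, for miR-30a-5p it was 26811 ± 2419 CPM, for miR-151a-3p it was 26663 ± 1134 CPM and for miR-423-3p it was 26554 ± 1531 CPM. Their order differed between the libraries. The hairpin genes are MIRLET7I on chromosome 12 at 62997466 to 62997550, MIR30A on chromosome 6 at 72113254 to 72113324 in an intron of the lncRNA LINC00472, and MIR423 on chromosome 17 at 28444097 to 28444190 within NSRP1, where 1 of 12 spanning transcripts has an exon. The hairpins of miR-22, miR-24 and miR-151a were not located here.

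The 2 libraries were correlated across the 695 miRNAs with at least 10 summed counts, with Pearson's r of 0.984 (95% bootstrap interval 0.980 to 0.987) and Spearman's rho of 0.960 (0.949 to 0.969) on the log2(CPM + 1) scale. These are correlations across miRNAs, which are not independent replicates. A pseudocount of 10 raised r to 0.992 and one of 0.1 lowered it to 0.976, and with no filter on low counts rho was 0.903. The BCV between the libraries was 22.8% (bootstrap interval 19.2 to 27.0). Among the 367 miRNAs with at least 100 summed counts, the median absolute log2 ratio was 0.21, 299 lay within 0.5 log2 units and 12 differed by more than 1.

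The libraries differed by more than counting noise, the only noise these tests hold, so preparation and PCR can be part of the difference. The chi-square statistic over the 695 miRNAs was 60.5 per degree of freedom. By the exact binomial test, 238 miRNAs had an adjusted p under 0.05, of which 75 were higher and 163 lower in replicate 8. This split depended on the scaling. With TMM-scaled library sizes 224 miRNAs passed, of which 105 were higher and 119 lower, and with DESeq2 size factors 224 passed, of which 111 were higher and 113 lower. Of the 238 miRNAs, 198 also passed with TMM sizes. Both scalings raise every log2 ratio, by 0.09 and 0.10, which is of the size of the median log2 ratio of -0.10. Of the 238 miRNAs, 45 differed more than 2-fold, of which 40 were lower in replicate 8 and 5 higher. The latter, named after their values were seen, were miR-3175, miR-369-5p, miR-222-5p, miR-382-3p and miR-301a-5p. With TMM sizes 41 of those past the threshold differed more than 2-fold, 31 lower and 10 higher.

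**Figure D2:**
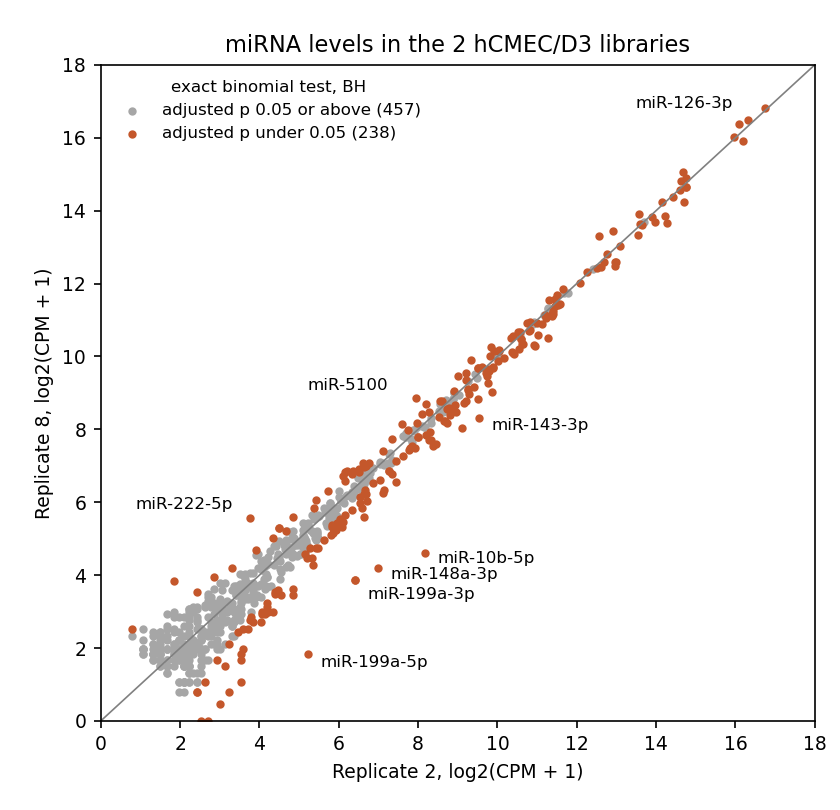
Level of each of the 695 miRNAs with at least 10 summed counts in replicate 2 (x axis) and replicate 8 (y axis), both as log2(CPM + 1), with the line of equality. Coloured points are the 238 miRNAs past the adjusted threshold of the exact binomial test; miR-10b-5p, miR-148a-3p and the miR-199a arms fall far below the line.

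Among the miRNAs with at least 100 summed counts, the largest differences were all towards lower counts in replicate 8. The miRNA miR-199a-5p had 99 counts in replicate 2 and 7 in replicate 8, a log2 ratio of -3.73 (95% interval -5.18 to -2.73, exact binomial adjusted p = 5.0e-21). For miR-10b-5p the counts were 777 and 64, a log2 ratio of -3.59 (-4.00 to -3.24, exact binomial adjusted p = 2.2e-155). Its gene MIR10B lies on chromosome 2 at 177015031 to 177015140 (plus strand), in an intron of a HOXD3 transcript. For miR-148a-3p the counts were 342 and 47, a log2 ratio of -2.85 (-3.34 to -2.42). For miR-199a-3p they were 227 and 37, a log2 ratio of -2.60 (-3.16 to -2.11), and the table lists the same counts for miR-199b-3p, whose reads cannot be separated from it. With values this far apart, the means of these miRNAs carry SDs of their own size: miR-10b-5p was at 154 ± 185 CPM (SD, n = 2).

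In the other direction the differences were smaller. The passenger arm miR-222-5p rose from 34 counts in replicate 2 to 127 in replicate 8, a log2 ratio of 1.88 (1.34 to 2.49, exact binomial adjusted p = 8.8e-13), while miR-222-3p from the same hairpin had 33460 and 34891 counts. For miR-5100 the counts were 668 and 1265, a log2 ratio of 0.92 (0.78 to 1.06). The remaining named miRNAs, miR-3613-5p and the pair miR-548k and miR-548av-5p with identical counts, had log2 ratios of 0.83 and 0.81.

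Arm usage was compared for 198 pairs of 5p and 3p arms with at least 50 counts over both arms in each library. In 136 of them one arm held over 90% of the counts in both libraries, a share of 68.7% (exact interval over pairs 61.7 to 75.1). Some arms with several hairpins, such as let-7a-5p and miR-24-3p, enter several pairs, so the pairs are not independent and the interval only describes them. In such pairs the main arm can hold reads of several hairpins and the partner arm those of a single hairpin. The dominant arm was the 5p arm in 88 pairs and the 3p arm in 48. With at least 500 counts the share was 81.2% of 117 pairs. The 5p share differed between the libraries by a median of 0.66 percentage points, and the more abundant arm changed in 5 pairs. In 4 of them, miR-1226, miR-3613, miR-3619 and miR-5001, named after their values were seen, both arms came from one hairpin and neither dominated. From replicate 2 to replicate 8 the 5p share went from 39.1% to 58.3% for miR-1226 and from 44.2% to 57.1% for miR-3613. It went from 49.1% to 54.1% for miR-3619 and from 49.5% to 50.8% for miR-5001, which are near ties. Arm shares were not tested, so counting error is not excluded as the source of these changes. The remaining one, miR-548av, shows no arm change, because its arms' counts belong to other hairpins and its own hairpin had at most 3 counts for either arm. With both arms taken from one hairpin, 69.8% of 202 hairpins had a dominant arm. For miR-126 the 5p arm had 1930 and 1850 counts, 0.64% and 0.59% of the pair. For miR-21 the 5p arm held 99.7% in both libraries. Both arms of miR-423 were abundant, with a 5p share of 36.71% in replicate 2 and 34.02% in replicate 8.

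Members of a seed family can exchange reads, so families were also summed. Of 25 listed families, miR-99/100 had the largest share, at 15.6% ± 0.20 (SD, n = 2), although its members moved in opposite directions between the libraries. The let-7 family followed with 9.48% ± 1.30, rising from 8.56% in replicate 2 to 10.4% in replicate 8, then the miR-21 family with 7.74% ± 0.997 and the miR-30 family with 3.83% ± 0.21. The order of miR-99/100, let-7 and miR-21 was the same in both libraries. When repeated rows were summed, the miR-99/100 share was 13.4% and it was still the largest.

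miRNAs of one genomic cluster can be cut from one transcript. Over 21 listed clusters with at least 2 detected members, the median SD of log2 CPM among members was 1.84. This was at percentile 3.63 of 10000 random groupings of detected miRNAs, whose median was 2.75. The random pool held minor arms named by locus, such as miR-24-1-5p and let-7a-2-3p, as entries of their own. Such low entries can widen the random groupings, so the percentile may overstate how close cluster members are. Members of some clusters were close: miR-221 was at 13195 CPM and miR-222 at 12544 CPM, and miR-23a was at 7000.1 CPM and miR-27a at 6859 CPM. The list leaves out miR-24, which shares the cluster of the latter pair and was at 28917 CPM, with reads that can also come from a second hairpin. With miR-24 and miR-125b added to their clusters the median SD was 1.95, at percentile 3.21. In other clusters the members were far apart. In the miR-17-92a cluster, miR-92a was at 14950 CPM and miR-19a at 8.45 CPM, although reads of miR-92a and miR-19b can also come from their second locus. Of 43 listed hairpins of the imprinted cluster on chromosome 14, 28 were detected, with a sum of 4659 ± 588 CPM (SD, n = 2). Of 35 listed hairpins of the large primate-specific cluster on chromosome 19, none was detected, with 47 and 19 counts in total.

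The lists of vascular and blood-brain barrier miRNAs were compared with miRNAs known from other tissues as a background. The contrast depends on how the lists were chosen, and no other cell type was measured. It therefore does not show that the listed miRNAs are specific to endothelium or to the barrier. The 12 vascular miRNAs were all detected and summed to 332803 ± 19252 CPM (SD, n = 2), most of it from miR-126-3p, miR-100-5p and miR-21-5p. Besides those among the first 10 they included miR-92a-3p at 14950 ± 462 CPM, miR-221-3p at 13195 ± 149 CPM and miR-222-3p at 12544 ± 351 CPM. The lowest were miR-10b-5p, above, and miR-10a-5p at 133 ± 56.5 CPM. The 10 blood-brain barrier miRNAs were also all detected and summed to 28238 ± 5061 CPM. Of this, miR-125a-5p contributed 16416 ± 4918 CPM, with 54135 counts in replicate 2 and 35291 in replicate 8, a log2 ratio of -0.62. The level of miR-146a-5p was 6332 ± 318 CPM and that of miR-155-5p 3459 ± 325 CPM. The lowest was miR-424-5p at 15.2 ± 6.51 CPM, with 54 and 29 counts. Its partner arm miR-424-3p, which is not on the list, had 1157 and 1072 counts. Between the libraries, 9 of the 12 vascular miRNAs differed by the exact binomial test adjusted over all miRNAs and 10 when adjusted over the list alone. For the blood-brain barrier miRNAs 8 of 10 did either way.

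The 38 miRNAs of other tissues summed to 6838 ± 333 CPM (SD, n = 2), and 17 of them had at most 3 counts in both libraries. Summing repeated rows raised the total to 12688 CPM, since miR-128 and miR-7-5p have several hairpins. Most of the total came from miR-7-5p, at 2539 CPM in replicate 2 and 2965 CPM in replicate 8, and miR-128, at 2687 and 2431 CPM. The neuronal miR-124-3p had 3 and 1 counts. The 6 muscle miRNAs summed to 12.5 ± 1.58 CPM. Of the 8 miRNAs of pluripotent cells, 7 were at or under 3 counts, and the exception was miR-372 with 12 and 17 counts. The liver miRNA miR-122-5p was at 244 ± 12.3 CPM, with 639 and 688 counts. Among blood miRNAs, miR-486-5p was at 258 ± 71.8 CPM and miR-150-5p at 206 ± 31.2 CPM, whereas miR-223-3p, miR-142-3p and miR-144-3p had no count, which allows up to 1.10 CPM. Of the mural pair, miR-143-3p had 2000 counts in replicate 2 and 871 in replicate 8, a log2 ratio of -1.20, and miR-145-5p had 271 and 200. The sum of this pair was 614 ± 312 CPM, and 393 CPM without replicate 2. Of 20 miRNAs of other tissues with enough counts to test, 11 differed between the libraries adjusted over all miRNAs and 12 when adjusted over the list alone. Of the 11, 1 was higher and 10 were lower in replicate 8. Adjusted in the same way, 4 vascular miRNAs were higher and 5 lower, and 2 blood-brain barrier miRNAs were higher and 6 lower. These directions use total counts, with which 75 were higher and 163 lower over all miRNAs. The epithelial miRNAs were low, at 78.6 ± 34.9 CPM in sum. Among them miR-429 had 13 counts and miR-205-5p 15 counts in replicate 2, and neither had a count in replicate 8.

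**Figure D3:**
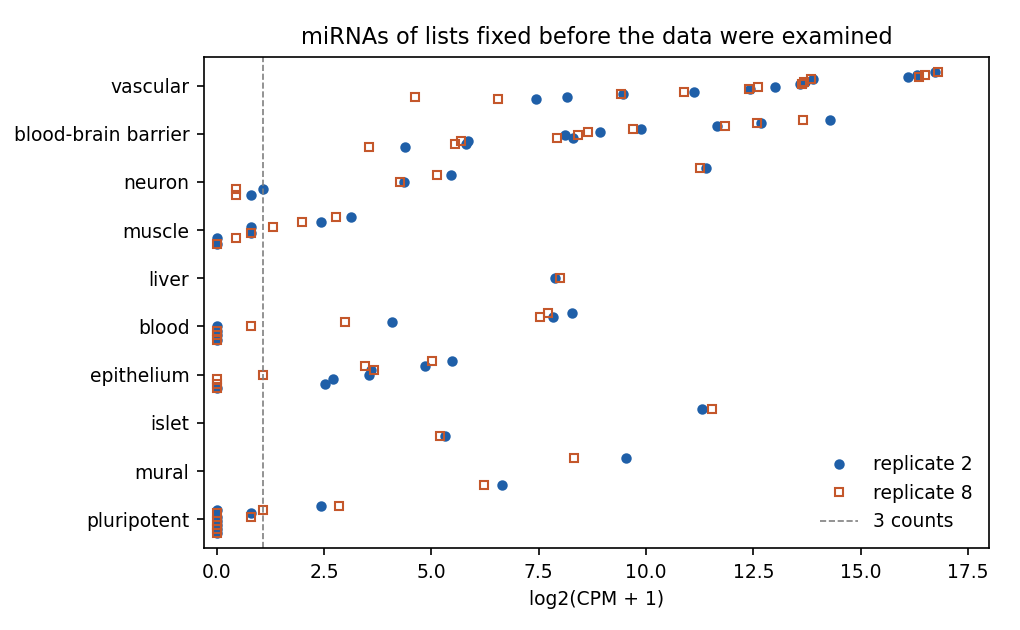
Level of each miRNA of the preset lists in replicate 2 (filled) and replicate 8 (open) as log2(CPM + 1), with the level of 3 counts as a dashed line. The 12 vascular and 10 blood-brain barrier miRNAs all lie to the right of the line, while 17 of the 38 miRNAs of other tissues have at most 3 counts in both libraries.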

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

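Over 9 summary results, 61 values were recomputed. For 9 of them the outcome was fixed, or nearly so, by construction and shows nothing about stability. Among these are thinning to the smaller total, which removes 0.23% of 1 library, and a total without undetected miRNAs, which hold at most 0.086% of the counts. Of the other 52, 39 stayed close to the values reported and 13 moved. The limit was 1 SD for shares and levels, and the 95% interval for the correlation, the BCV and the arm share. It was 1.5 times for counts and the 5th percentile for the clusters. Cluster values without 1 library were judged instead against the SD of the cluster SDs. A reversal could have been recorded only for the other cluster values, and none was. Repeated rows and the denominator made the largest shifts in shares. With the total taken without miR-126-3p, the share of the 10 most abundant remaining miRNAs was 51.9%, that of the miR-99/100 family was 17.6% and the miRNAs of other tissues summed to 7702 CPM. With repeated rows summed, the family share was 13.4% and the other-tissue sum 12688 CPM. The share of the top 10 on the deposited RPM scale, an alternative chosen after seeing the data, was 46.8%. These shifts follow from the construction of the alternatives, which change the denominator or count a read at several hairpins. The miR-99/100 family was the largest of the listed families under every alternative tried for it.

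Counts and agreement depended on thresholds. At least 1 count in both libraries, in place of 10, gave 885 detected miRNAs. Pearson's r was 0.976 with a pseudocount of 0.1, 0.992 with a pseudocount of 10 and 0.987 with no filter on low counts. Spearman's rho does not change with the pseudocount, but with no filter it was 0.903, below its interval of 0.949 to 0.969, and with at least 100 summed counts it was 0.970. The median of DESeq2's gene-wise dispersions gave a BCV of 3.59% against 22.8% from edgeR. These are different summaries: a median over miRNAs is compared with 1 value fitted to all of them. The cause was not tested. The share of arm pairs with a dominant arm was 81.2% with at least 500 counts over both arms and 76.8% with a threshold of 80% for dominance. The second follows from its looser criterion, and for the first the cause was not tested.

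The number of miRNAs that differed between the libraries ranged from 212 to 252 over its alternatives. The share of them that was higher in replicate 8 did not hold: it was 31.5% with total counts, 46.9% with TMM sizes and 49.6% with DESeq2 size factors, so the excess of lower calls among all differences rests on the scaling. Among differences over 2-fold the excess stayed, with 5 higher and 40 lower as reported and 10 higher and 31 lower with either TMM sizes or DESeq2 size factors. The cluster result stayed below the 5th percentile under its alternatives, from percentile 0.2 with both arms summed to 3.63 as reported. All of them used a random pool built in the same way, with minor arms named by locus as separate entries. Without one or the other library there were 571 to 601 detected miRNAs, 68.6% to 69.5% of arm pairs had a dominant arm and the cluster SD was 1.60 to 1.69, under the reported 1.84. The top 10 held 53.5% to 56.4%, the family 15.5% to 15.7% and other tissues 6603 to 7074 CPM. For these last 3 the limit of 1 SD decides nothing, since leaving out 1 of 2 values moves a mean by 0.707 SD whatever the values are, and the top 10 share by about as much. Chosen after seeing the data, counting both arms within one hairpin gave 69.8% of 202 hairpins, and adding miR-24 and miR-125b to their clusters gave an SD of 1.95 at percentile 3.21.

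For the mean CPM of the 76 named miRNAs, neither TMM and DESeq2 scaling nor leaving out a library can show a shift of 1 SD: the scaling factors of 2 libraries are close to reciprocal and nearly cancel in a mean. The deposited RPM values moved 28, summing repeated rows 36, taking their mean 2 and leaving miR-126-3p out of the total 24. No paired analysis was possible because there is only 1 group of 2 samples, and for the same reason no regrouping of samples could be counted.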

Other observations

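The tests of blood cells, of the epithelial list, of entries overlapping other small RNA genes, of the chromosome 14 cluster and of the miR-214 arms were chosen after the values had been seen. The tests of partner arms, of GC content and of the connective-tissue list were written down before those values were looked at.

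Among the 367 miRNAs with at least 100 summed counts, a small set was 6-fold or more lower in replicate 8. It was led by miR-199a-5p, miR-10b-5p, miR-148a-3p and miR-199a-3p, while 299 of the 367 lay within 0.5 log2 units. With fewer counts, miR-205-5p, miR-429 and miR-200a-3p had log2 ratios of -4.96, -4.76 and -3.08. GC content does not account for the set with at least 100 counts. After correction for the GC content of the hairpin arm, all 5 names chosen by the rule as lower in replicate 8 were still more than 1 log2 unit lower. These are 4 separate measurements, because miR-199b-3p has the counts of miR-199a-3p. Uneven amplification of single sequences is argued against for miR-199a, since both its arms fell and so did the arms of miR-214, whose hairpin lies on chromosome 1 at 172107938 to 172108047 (GRCh37) in the same antisense transcript DNM3OS as miR-199a-2. The miR-214 arms had 35 counts in replicate 2 and 4 in replicate 8, a log2 ratio of -2.98 (exact binomial p = 1.8e-07). For the others it stays open, because the partner arms of miR-10b, miR-148a, miR-143 and miR-200b had only 15 and 11 counts in sum (log2 ratio -0.43, exact binomial p = 0.44). They did not move together: miR-10b-3p had 4 and 0 counts, miR-200b-5p 3 and 0, miR-148a-5p 1 and 2, and miR-143-5p 7 and 9. Much of the sum is miR-143-5p, whose main arm had a log2 ratio of -1.20 and so was less than 6-fold lower.

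A candidate explanation is RNA or index carry-over from connective tissue or its cells in replicate 2. A list of 12 other connective-tissue miRNAs, written before their values were seen, had 9 with at least 10 summed counts. The line itself gave at least 10 counts in both libraries for 7 of the 12, and 2 of them belong to the chromosome 14 cluster list. Of the 9 with enough counts, 7 were lower in replicate 8, and the median of the 9, a log2 ratio of -0.62, was at percentile 1.45 of random lists matched on abundance. Without miR-214 the median was -0.53, at percentile 3.25. That check kept miR-199b-5p and miR-145-3p, whose partner arms are reported above as lower in replicate 8. The list is therefore not fully separate from the pattern to be explained. Among its lower members, only miR-214-3p, miR-214-5p and miR-708-5p passed the adjusted threshold of the exact binomial test, and miR-127-3p passed in the other direction. The abundant members did not follow: miR-127-3p had 2847 and 3111 counts and miR-409-3p had 1126 and 1213, log2 ratios of 0.12 and 0.10. Both belong to the chromosome 14 cluster, and their high level in both libraries would hide a small admixture. The epithelial list without miR-200b-3p gave 205 and 120 counts (log2 ratio -0.77, exact binomial p = 2.2e-06), lower in replicate 8 for 4 of 5 members. The sum fell short of the 1 log2 unit set for epithelial material, but its counting interval (exact, 95%, -1.11 to -0.44, computed after the value was seen) includes that value, so this source stays open. A change of cell state between the cultures was not tested. A more mesenchymal state in replicate 2 alone would leave some epithelial miRNAs unexplained, since miR-200a-3p (29 and 3 counts), miR-200b-3p (76 and 27), miR-429 (13 and 0) and miR-205-5p (15 and 0) were also higher there. The rest of the epithelial list moved less: miR-200c-3p had 118 and 85 counts (exact binomial adjusted p = 0.058), miR-203a had 30 and 32, and miR-141-3p had none. The miR-10b-5p mean of this line should be read with these open explanations in mind.

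Entries that coincide with another class of small RNA gene were lower in replicate 8. Of 10 such entries, 7 had at least 100 summed counts and all 7 were lower, with a median log2 ratio of -0.69 at percentile 0.24 of matched random lists. They were miR-1248, miR-3607-3p, miR-3651, both arms of miR-664a and miR-1291, which overlap snoRNA genes, and miR-4521, which overlaps a tRNA gene. The sum over all 10 entries, most of it miR-4521, went from 3264 CPM in replicate 2 to 2051 CPM in replicate 8. This is consistent with a smaller share of fragments of other small RNAs in replicate 8, for which RNA integrity or the gel fraction may be responsible. Neither was measured. GC content could not be examined, since 0% of these entries had a hairpin sequence in the annotation used.

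Across the 82.0% of 367 miRNAs with a hairpin sequence, the log2 ratio fell slightly with the GC content of the hairpin arm (Spearman's rho across miRNAs -0.18, bootstrap interval -0.28 to -0.06). The median log2 ratio went from -0.02 in the lowest of 4 equal bins of GC content to -0.17 in the highest. The correction left the SD of the ratios at 0.54, so GC content may add to the difference between the libraries but covers little of it.

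The chromosome 14 cluster moved the other way. Of its 21 mature miRNAs with at least 100 summed counts, 16 were higher in replicate 8, and the median log2 ratio of 0.13 was at percentile 98.98 of matched random lists, whose central 95% ran from -0.31 to 0.09. A shift of the common transcript between cultures is a candidate explanation. Of 3 list tests of this kind all 3 fell in a tail, 2 of them chosen after the ratios had been seen, and 1 pair of libraries cannot separate a culture effect from a library effect.

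The presence of miR-486-5p and miR-150-5p above 100 CPM in both libraries was not matched by other blood miRNAs. White blood cells are argued against by miR-142-3p, miR-142-5p and miR-223-3p, none of which had more than 2 counts. Red blood cells stay open. Their miRNA miR-451a had 43 and 19 counts, and the counts of miR-486-5p were at least 19.6 times as high. This ratio cannot decide, because it compares different miRNAs within a library and no red-cell reference ratio was used. Both were lower in replicate 8, with log2 ratios of -1.16 for miR-451a and -0.57 for miR-486-5p. For miR-150-5p it was -0.31. Expression in the line itself and single miRNAs from culture medium were not tested. The same holds for miR-122-5p, the only listed liver miRNA, which differed little between the libraries.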
